A study of Oryctolagus cuniculus with 4 samples. Its data were reported in "Endogenous stimuli-responsive separating microneedles to inhibit hypertrophic scar through remodeling the pathological microenvironment" (2024).

How the data were processed

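Single-cell RNA sequencing libraries were made with the 10x Genomics droplet method from rabbit ear hypertrophic scar (HS) tissue. The ventral epidermis and dermis were dissociated into cells, and each library came from 1 tissue. The labels gave 2 groups of 2 libraries. The HS group was left untreated. The drug-loaded MNs group received drug-loaded microneedles (MNs), which are patches of tiny needles whose tips stay in the skin and carry a prodrug of a 5-fluorouracil derivative, weekly for 3 weeks.

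Reads were processed by the authors with Cell Ranger, which aligns them and counts unique molecular identifiers, and the counts were then handled in Seurat. The deposited table held 1 value per gene and library and no values per cell. Although it is named for FPKM, each of its 4 columns summed to 10000 over 13913 genes. Values scaled per cell and then averaged over cells would have such a total, but how cells were combined was not stated, nor was the genome build. The methods of the study mention a correction for technical differences between samples. Whether the deposited values had passed through it was not stated, and if they had, the differences between libraries given here were altered by it. The values are therefore called relative expression, without a claim that gene length was corrected for. Filters on cells, including one on the mitochondrial share, were applied by the authors before this step, and no cell could be filtered again here. How doublets (droplets with more than 1 cell) were treated was not stated, and they could not be called from values per library.

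Sequencing depth was unknown. Between 904 and 1110 low values per library, up to 20 steps above the smallest, were compared with whole multiples of 1 step. Only 17.5% to 20.4% of them lay within 0.1 of a whole number of steps, so reads could not be recovered, no count model was run, and no counting interval or detection floor was computed. The number of libraries limited the precision. The columns of all 4 libraries differed from each other, and every column of values was matched to a labelled library.

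The test had been planned for FPKM values. As planned for columns with small totals, values were first rescaled to a total of 1000000 per library, and 1 unit below is 1 part of that total. Genes with a mean of at least 1 unit were kept, which left 9348. Log2(value + 1) was fitted with lmFit and eBayes with a variance trend in limma 3.58.1 under R 4.3.3. Each library was 1 replicate, and no covariate was used. The sample titles did not name the animal of a library, and the study made several scars on each rabbit. It calls the samples of a group biologically independent. If libraries of a group shared an animal, the spread within groups and the p-values would not cover differences between animals. P-values were two-sided and were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The count that also had an absolute log2 fold change over 1 was taken as well. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333, so none was used for single values.

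6 gene sets were tested with camera (limma) with a preset inter-gene correlation of 0.01, and adjusted over the 6 sets. These were the 12 hub keratinocyte genes of the study, cornified envelope genes, collagen and matrix genes, Toll and IL1R genes, BAD and IGF1R genes, and ribosomal protein genes. A rule on symbols gave the ribosomal list. The lists other than hub and ribosomal genes were written here and are not the pathway sets of the study. Of these, 8 of 27 cornified envelope and 16 of 31 collagen and matrix genes were tested. So were 23 of 32 Toll and IL1R and 21 of 35 BAD and IGF1R genes. 13 marker lists (fibroblast, basal and suprabasal keratinocyte, endothelial, mural, macrophage, mast, T cell, Schwann, chondrocyte, erythroid, dissociation response and cycling) served as descriptions, and no cell types were called. Genes were named by a rule. It took the 23 genes the text of the study singles out, and up to 5 rises and 5 falls past the threshold whose groups did not overlap. Places left were filled by the smallest unadjusted p among genes with an absolute log2 fold change over 1 and no overlap. Genes without a symbol were named by identifier for at most 2 rises and 2 falls. The table gave a symbol for 10207 genes and none for 3706. Symbols were matched to the RefSeq gene list of the rabbit assembly mOryCun1.1 only to find which genes neighbour each other, and 9586 matched 1 gene.

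The fit was tested on simulated data for these 9348 genes, with 200 genes changed. Of 50 genes per size, it recovered 12.0% at a true log2 fold change of 1, 88.0% at 2 and all at 3 and 4. It made 158 calls, 8 of them false, and 0 calls when no gene was changed. In simulated data with the collagen and matrix genes shifted by 1, camera gave an adjusted p of 1.0e-28 for that set and at least 0.308 for the other sets. Noise was drawn independently for each gene in all these simulations. They therefore cannot show how genes that vary together affect the calls or the set test.

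Alternatives were other scalings (median ratio, quantile, and a total taken without mitochondrial, ribosomal protein and the 50 highest genes), pseudocounts of 0.1 and 5, no filter or a minimum mean of 5, eBayes without trend or robust, the replicate number as a block, leaving out each library, and for sets fry and an estimated correlation. Other filters, other eBayes settings, the block and the other set tests leave the fold change of a gene as it is. They bear on calls and not on the direction of a gene. The groups, tests, gene sets, marker lists, naming rule and alternatives were fixed before the data were examined.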

Results

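To examine how drug-loaded MNs changed gene expression in HS tissue, relative expression was compared between 2 HS libraries and 2 drug-loaded MNs libraries. Between 11844 and 12059 of 13913 genes had a value above 0 in a library. The depth was unknown, because the values were scaled to a common total. Mitochondrially encoded genes took 2.75% and 2.80% of the total in the HS libraries and 4.37% and 4.58% in the drug-loaded MNs libraries. Ribosomal protein genes took 8.24% and 9.26% in HS and 7.96% and 8.31% in drug-loaded MNs.

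Correlations between the libraries did not follow the groups. Across the 9348 tested genes, which are not independent replicates, Spearman's rho was 0.959 between the HS libraries and 0.969 between the drug-loaded MNs libraries. Between groups it ranged from 0.956 to 0.970, and the highest value joined HS replicate 2 with drug-loaded MNs replicate 2. The first principal component held 43.0% of the variance. HS replicate 1 lay at 37.2 on it and HS replicate 2 at -0.95, while the drug-loaded MNs libraries lay at -18.3 and -17.9, so the groups did not overlap on it, although the HS libraries lay farther from each other than HS replicate 2 lay from either drug-loaded MNs library.

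In the comparison of drug-loaded MNs with HS, 4 of 9348 genes passed an adjusted p of 0.05 in limma, 2 higher and 2 lower in drug-loaded MNs. All 4 also had an absolute log2 fold change over 1. The count was close to the threshold: it was 0 under median ratio scaling. Leaving out HS replicate 1 gave 0 genes, and leaving out drug-loaded MNs replicate 2 gave 75. At an unadjusted p under 0.05 there were 809 genes, 679 higher and 130 lower. The median log2 fold change of all tested genes was 0.12, so changes below are to be read against that shift. With 1 library left out, this median ranged from 0.043 (without HS replicate 1) to 0.19 (without HS replicate 2). Under median ratio scaling this median was -0.01, and the share of higher genes among those at an unadjusted p under 0.05 fell from 83.9% to 64.1%. Under quantile normalization that share was 58.9%.

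The largest rise past the threshold was in ENSOCUG00000012520, a gene without a symbol. In units of 1 part in 1000000 of the library total, its expression was 0.0715 ± 0.0237 in HS and 10.6 ± 0.982 in drug-loaded MNs (SD, n = 2 each). The log2 fold change was 3.44 (SE 0.29, limma adjusted p 0.0399). ND4L, a mitochondrially encoded gene (ENSOCUG00000029107), rose from 542 ± 190 to 3591 ± 30.5 units (SD, n = 2 each). Its log2 fold change was 2.77 (SE 0.29, limma adjusted p 0.0455). ND4, the next gene of the table, was listed at 0 in all 4 libraries. Among the falls, ENSOCUG00000026448 went from 33.9 ± 19.8 to 0.340 ± 0.184 units (SD, n = 2 each), with a log2 fold change of -4.58 (SE 0.43, limma adjusted p 0.0399). ENSOCUG00000011016 went from 1256 ± 757 to 75.2 ± 5.86 units (SD, n = 2 each), with a log2 fold change of -3.90 (SE 0.40, limma adjusted p 0.0455). In HS the libraries of this gene stood at 1791 and 721 units. Each of these 4 genes fell short of the threshold in 8 of 14 alternatives, with the direction kept in all 14.

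The remaining places of the naming rule went to genes that did not pass. CYTB rose from 1129 ± 12.4 to 4792 ± 443 units (SD, n = 2 each), with a log2 fold change of 2.08 and a limma adjusted p of 0.0617. It passed in 5 of 14 alternatives. ITGA4 rose by 1.74 and PDGFD by 1.91 on the log2 scale, each with a limma adjusted p of 0.209. MFSD2A decreased by 1.29 on the log2 scale, from 184 ± 2.82 to 74.9 ± 7.14 units (SD, n = 2 each), with a limma adjusted p of 0.257. The other 2 places for falls went to genes without a symbol.

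Mitochondrially encoded genes were looked at as a family after the values of ND4L and CYTB had been seen. Of 13 in the table, 4 were listed at 0 in all libraries (ATP6, COX3, ND3 and ND4). The other 9 were all higher in drug-loaded MNs, with a median log2 fold change of 1.24. COX2 moved least, at 0.14, and was lower under median ratio and quantile scaling. ND6 rose by 2.48 on the log2 scale, with HS libraries at 22.6 and 99.6 units.

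**Figure D1:**
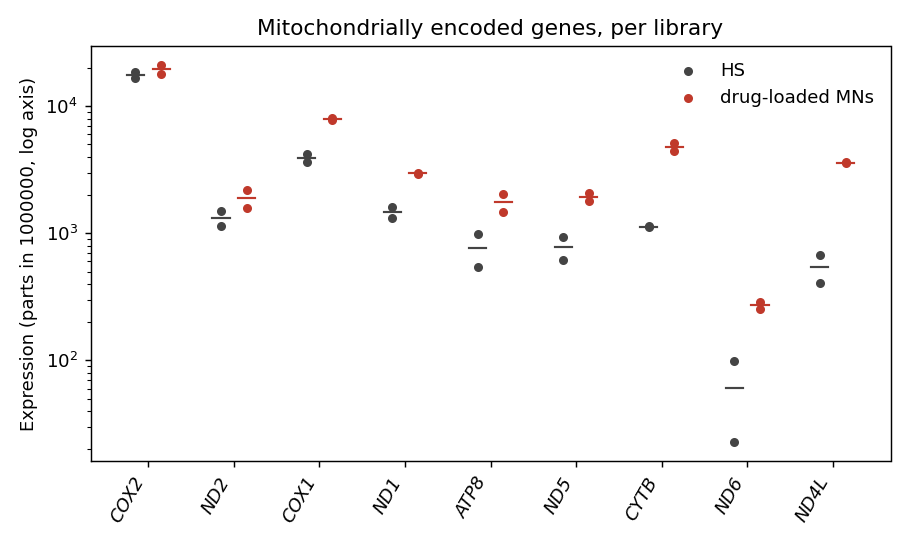
Expression in units of 1 part in 1000000 (vertical log axis) of the 9 mitochondrially encoded genes with values, in order of log2 fold change; points are single libraries (2 HS, 2 drug-loaded MNs) and short lines are group means. COX2 overlaps between the groups, while ND4L lies at 408 and 677 in HS and at 3613 and 3570 in drug-loaded MNs.

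The study named 12 hub genes tied to keratinocytes from its bulk RNA-seq, and the single-cell libraries allowed these to be looked at in other material. FLG2 and EVPL were not analysed here. For the other 10, log2 fold changes ran from -0.35 in KRT10 to 0.39 in ABCA12, and in none of the 10 were the groups free of overlap (chance gives 33.3% of genes). None passed in limma, adjusted over the list alone or over all genes, and 0 had an unadjusted p under 0.05. KRT10 stood at 38530 ± 9611 units in HS and 30185 ± 7888 in drug-loaded MNs (SD, n = 2 each). As a set, the hub genes had a median log2 fold change of -0.09 (camera adjusted p 0.113). The library left out decided this value: it was -0.52 without HS replicate 1 (camera adjusted p 0.0011), -0.32 without drug-loaded MNs replicate 2 (camera adjusted p 0.0018), 0.28 without HS replicate 2 and 0.26 without drug-loaded MNs replicate 1. The 8 cornified envelope genes had a median of -0.05 (camera adjusted p 0.113), with 4 higher and 4 lower, and this was -0.41 without drug-loaded MNs replicate 2 (camera adjusted p 0.0068).

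Collagen and matrix genes were higher in drug-loaded MNs. Of 16 tested genes, 15 were higher, and the median log2 fold change was 0.89 (camera adjusted p 6.7e-08). This call did not hold under fry (adjusted p 0.216), with an estimated correlation (adjusted p 0.168), or without HS replicate 2 (median 0.70, camera adjusted p 0.118). In limma, 9 of the 16 genes passed when adjusted over the list alone, and 0 when adjusted over all genes, with 10 at an unadjusted p under 0.05. Ribosomal protein genes had a median of -0.08 (camera adjusted p 0.0259), a call that also failed under fry (adjusted p 0.822) and an estimated correlation (adjusted p 0.444). Toll and IL1R genes had a median of 0.20 (camera adjusted p 0.504), and BAD and IGF1R genes had a median of 0.15 (camera adjusted p 0.504). Adjusted over the list alone, 1 of the 21 BAD and IGF1R genes passed and 0 of the 23 Toll and IL1R genes did, against 0 in both lists over all genes. The gene that passed was IGF1, higher in drug-loaded MNs by 1.40 on the log2 scale. In that list 14 genes were higher and 7 lower, and BAD and IGF1R themselves were not analysed.

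For the ligands and receptors that the study placed between fibroblasts and keratinocytes, the ligand genes were higher. COL1A1 went from 914 ± 375 to 2334 ± 549 units (SD, n = 2 each), with a log2 fold change of 1.39 (limma adjusted p 0.316). COL1A2 went from 13342 ± 560 to 24452 ± 3105 units (SD, n = 2 each), with a log2 fold change of 0.87 (limma adjusted p 0.441). COL6A2 rose by 0.53 and HSPG2 by 0.55 on the log2 scale. Among the receptors, log2 fold changes were 0.23 for DAG1, -0.20 for CD44 and -0.45 for SDC1. With 1 library left out, COL6A2 ranged from 0.21 to 0.86, DAG1 from 0.094 to 0.36 and CD44 from -0.35 to -0.048. The groups did not overlap in 6 of the 7 genes, DAG1 being the exception, where chance gives 33.3%. Of these 7 genes, 1 (COL1A1) passed when adjusted over the list alone and 0 when adjusted over all genes. The study picked these genes from its own single-cell data, so the first count is not independent evidence. MMP2, at 673 ± 42.8 units in HS and 874 ± 12.7 in drug-loaded MNs (SD, n = 2 each), had a log2 fold change of 0.38 (limma adjusted p 0.722). MMP9, IGF1R and BAD were not analysed here. Over all 18 analysed genes that the study named, 0 passed when adjusted over the list alone.

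**Figure D2:**
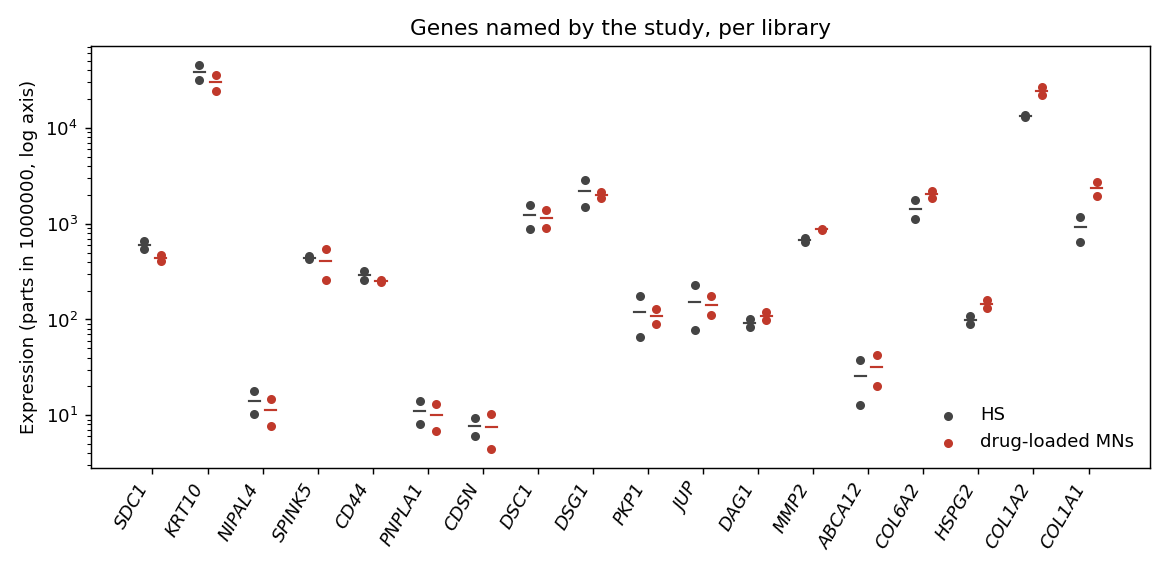
Expression in units of 1 part in 1000000 (vertical log axis) of the 18 analysed genes named by the study, in order of log2 fold change; points are single libraries (2 HS, 2 drug-loaded MNs) and short lines are group means. The groups overlap in all 10 hub genes, while COL1A1, COL1A2, COL6A2, HSPG2 and MMP2 are higher and CD44 and SDC1 lower in both drug-loaded MNs libraries than in both HS libraries.

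Marker lists described the makeup of the libraries. The macrophage list had a median log2 fold change of 1.22, and all 7 tested genes were higher in drug-loaded MNs. The fibroblast list had a median of 1.12, with all 6 genes higher. Both directions held under every alternative, with medians from 0.96 to 1.495 for macrophage and from 0.94 to 1.27 for fibroblast genes. Medians were 0.62 for Schwann, 0.55 for mural, 0.54 for mast and 0.27 for cycling genes. The endothelial median was 0.18. Basal keratinocyte genes stood at -0.18, suprabasal ones at -0.06 and dissociation response genes at -0.18. Single libraries decided many of these medians. Without HS replicate 1 the endothelial median was -0.15, the Schwann median -0.040, the mural median 0.13, the suprabasal median -0.50 and the dissociation response median -0.54. Without HS replicate 2 the endothelial median was 0.52, the Schwann median 1.19, the mural median 1.06, the suprabasal median 0.20, the dissociation response median 0.025 and the mast median -0.065. The basal median was -0.57 without drug-loaded MNs replicate 1 and 0.29 without drug-loaded MNs replicate 2, and the cycling median was -0.42 and 1.14. The T cell list (2 genes, median 0.98), the chondrocyte list (2 genes, median 0.46) and the erythroid list (1 gene, -0.80) rested on too few genes to be read.

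**Figure D3:**
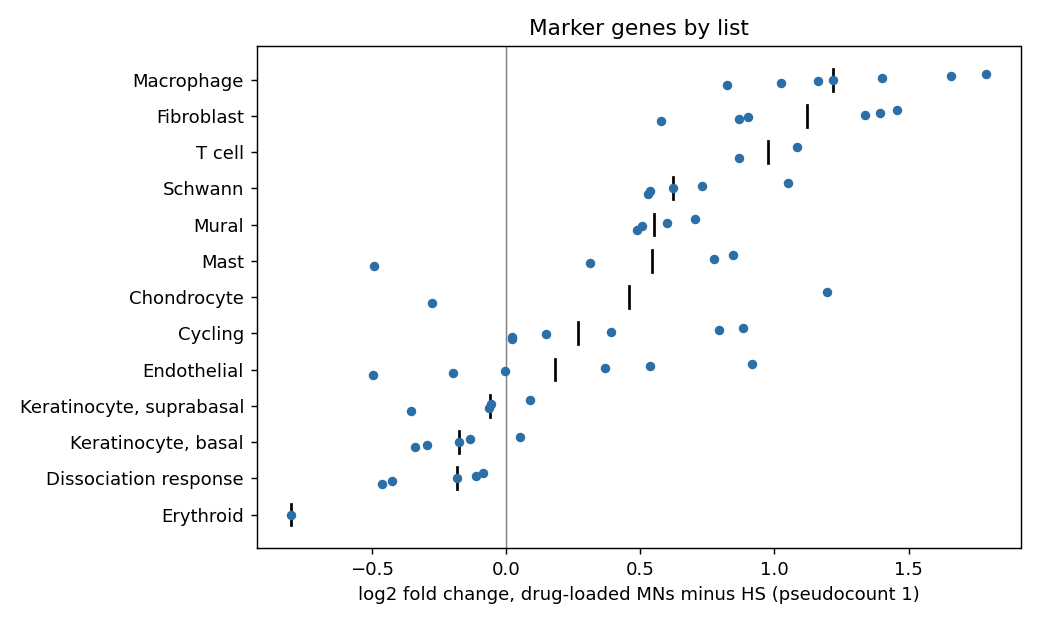
Log2 fold change of each tested marker gene (horizontal axis, drug-loaded MNs minus HS on the log2(value + 1) scale) by marker list; points are genes and black bars are list medians. All 7 macrophage and all 6 fibroblast genes lie above 0, while 3 of the 6 endothelial genes do.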

Values the study reported

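The study reported 29,634 cells after filtering, with 14,481 from the HS group and 15,153 from the drug-loaded MNs group. In its bulk RNA-seq, which came from other libraries, the study counted 319 differentially expressed genes between drug-loaded MNs and HS, of which 267 were up-regulated and 52 were down-regulated.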

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

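The alternatives were all planned. Count tests were not run, because whole counts could not be recovered, and the robust prior was not run for gene sets, as camera does not take it. The erythroid list, the T cell list and 1 of the falls without a symbol had no value with a minimum mean of 5, and the erythroid list had none without HS replicate 1.

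The number of genes past the threshold (4) was 0 under median ratio scaling, quantile normalization, a pseudocount of 5, no filter on low values and a total without abundant genes, and 1 with eBayes without trend. It was 4 with a pseudocount of 0.1, a minimum mean of 5 and the robust prior, with 4, 3 and 3 of the same genes. Leaving out 1 library gave 0 to 75 genes, where the lone library of a group is assumed to vary like the other group. Without filter more genes were tested (12679). The total without abundant genes moved the median of all genes only from 0.12 to 0.11 and still took all 4 genes past the threshold to adjusted p values between 0.0621 and 0.103. The cause was not tested.

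With the replicate number as a block the count was 241, with all 4 genes among them; of the named genes that had not passed, CYTB, ITGA4, PDGFD, MFSD2A, COL1A1, COL1A2 and the other 2 falls without a symbol did. The same-numbered libraries shared only a number: across genes their deviations from the group means correlated at 0.22, and 2 pairs cannot establish a pairing. The block left 1 residual degree of freedom. The weight that eBayes gave to the variance shared across genes rose from 5.44 to 59.2 degrees of freedom. The variance of each gene was thus nearly all borrowed from other genes, so the higher count under the block is not added evidence. Under the block the ribosomal protein set (-0.083) had a camera adjusted p of 0.062, and the other sets stayed on their side of the threshold.

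For gene sets, the median of the ribosomal protein genes was -0.23 under median ratio scaling and -0.077 under quantile normalization, no longer past the threshold (camera adjusted p 0.068 and 0.439; range over alternatives 0.0080 to 0.822). The collagen and matrix median (0.89) and the ribosomal median (-0.083) do not depend on the set test, and both lost their calls under fry and an estimated correlation. The run with an estimated correlation was the same camera test with the preset of 0.01 lifted. Both calls under camera therefore rest on that preset. Why they were lost under fry was not tested. The Toll and IL1R median was -0.0091 with a minimum mean of 5, where fewer genes were tested. With 1 library left out, medians ranged from -0.52 to 0.28 for hub genes, from -0.41 to 0.12 for cornified envelope genes, from 0.70 to 0.87 for collagen and matrix genes, from 0.032 to 0.45 for Toll and IL1R genes, from -0.045 to 0.41 for BAD and IGF1R genes and from -0.15 to -0.033 for ribosomal protein genes. Collagen and matrix genes kept their direction in all 15 alternatives and their call in 12. Other filters, eBayes without trend, the block, fry and an estimated correlation left their median at 0.89. Only the remaining alternatives test their direction.

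Among named genes, 9 hub genes changed sign when 1 library was left out, none past the threshold in any alternative. Their log2 fold changes ranged from -0.36 to 1.13 for ABCA12, -0.79 to 0.31 for SPINK5, -0.75 to 0.12 for NIPAL4, -0.63 to 0.42 for CDSN, -0.58 to 0.26 for PNPLA1, -0.49 to 0.36 for DSC1, -0.52 to 0.40 for DSG1, -0.69 to 0.72 for PKP1 and -0.70 to 0.82 for JUP. Under median ratio scaling PKP1 was -0.13 and JUP -0.080. Under quantile normalization DSC1 was 0.037, PKP1 -0.060 and JUP -0.013, and KRT10, the highest gene of each library, was 0 by construction. The cause was not tested for these. KRT10 ranged from -0.62 to -0.085 with 1 library left out. COL1A1 (0.96 to 1.82) and COL1A2 (0.72 to 0.999) kept their direction in all 14 alternatives.

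Spearman correlations lay between 0.935 and 0.957 with a minimum mean of 5 and between 0.975 and 0.981 without filter, and under both HS replicate 2 with drug-loaded MNs replicate 2 stayed the highest. Depth was unknown, so what it limits could not be measured.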

Other observations

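The tests on the splits, the mitochondrial genes, the marker lists and the collagens were chosen after the results were seen. Those on the genes without a symbol and on cartilage genes were written before their test values were seen.

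The number of genes past the threshold here was 4. That is lower than the value quoted from the study above, which came from bulk libraries of full thickness tissue. The study also had more libraries per group there and used a count model, so the gap cannot be put down to the material alone.

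Chance cannot be excluded for the 4 genes. Of the 3 ways to split the 4 libraries into 2 and 2, 2 gave as many genes: the split by replicate number gave 4 and the crossed split 1. The real split had more genes at an unadjusted p under 0.05 (809, against 478 and 114). With 3 splits no share can be small.

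Mitochondrially encoded genes rose unequally. The log2 ratio of CYTB to COX2 was -4.06 and -3.89 in HS and -2.002 and -2.05 in drug-loaded MNs, a difference of 1.95 against a pooled SD of 0.0892. This argues against a share raised alike for every mitochondrial transcript, as damaged cells or a looser mitochondrial filter would give. Assignment of reads by the counting stays open. 4 of the 13 genes were listed at 0 in all libraries of both groups, which suggests that reads of neighbouring genes were not separated well, but 0 of the 9 genes with values fell (COX2 did under median ratio and quantile scaling), and the zeros are alike in both groups. A real change in mitochondrial transcripts after treatment was not tested and stays open too.

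Macrophage and fibroblast markers were higher in drug-loaded MNs. Median ratio scaling took the median of all genes from 0.12 to -0.01, and the macrophage median was then 1.08 in place of 1.22 and the fibroblast median 0.98 in place of 1.12, which argues against scaling as the whole cause. Taking the total without abundant genes moved too little to bear on this. A lower share of keratinocytes would raise the markers of all other cell types alike. The mean of the macrophage list rose 1.11 more than that of the endothelial list, against a pooled SD of 0.184, which argues against it as the whole cause. That pair is the widest of 15 pairs from 6 lists, and 4 pairs lay more than 2 pooled SDs apart where chance alone would give 2.75, so the evidence at the level of libraries is thin. More macrophages and fibroblasts after treatment, or a different yield of the dissociation, may each give such values, and no test separated them.

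Collagen genes may have risen because more of the cells were fibroblasts. The 8 tested collagens of the matrix set rose by only 0.013 (log2) more than the 3 tested fibroblast markers that are not collagens, as such a shift would give. The pooled SD was 0.405, however, so a difference up to 0.81 would have gone unseen, nearly the size of the collagen rise itself (median 0.94). A change in fibroblast number and a change in collagen expression per cell cannot be told apart here.

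3 genes without a symbol were many times lower in one group: ENSOCUG00000012520 in HS, and ENSOCUG00000026448 and ENSOCUG00000011016 in drug-loaded MNs. The last was not off there, at 71.0 and 79.3 units. ENSOCUG00000011016 lies in the table between POU5F1 and DDX39B, both on chromosome 5 of the assembly mOryCun1.1. A candidate explanation was that animals of the 2 groups carried different alleles, with the libraries of a group sharing theirs. It predicted more genes on in one library and off in the other (at least 16-fold, with the higher at 5 units or more) between groups than within them. ENSOCUG00000011016 itself met that limit in only 2 of its 4 pairs between groups, and each of the other 2 genes in all 4. The prediction was not met. Pairs from different groups showed 17.5 such genes on average and pairs from the same group 25. The 3 other thresholds tried gave the same order of means (23.8 and 31.5, 36.8 and 43.5, 12 and 14). At 8-fold, with the higher at 5 units or more, the HS pair showed 57 such genes. The drug-loaded MNs pair showed 30, below the mean of 36.8 between groups, so that order rested on the HS pair. Under the other thresholds, including the one chosen beforehand (19 against 17.5), the drug-loaded MNs pair lay above the mean between groups. Cell makeup also turns genes on and off within a group, and a count over all genes says little about single ones. Whether the libraries of a group shared alleles was not known either. The test therefore cannot exclude an allele difference for these 3 genes, and it lends it no support.

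The HS libraries differed from each other in cartilage genes. In a list of 20 written before the test, 3 whose values had already been seen were left out, and 10 of the other 17 had a mean of at least 1 units. Of these, 9 were at least 4 times higher in HS replicate 1 than in HS replicate 2, by 9.52 to 30.5 times. CNMD stood at 313 and 10.9 units and COL11A2 at 384 and 15.2. EPYC went the other way (17.1 and 28.2). None of the 10 is in another list used here. This is consistent with cartilage cells carried into HS replicate 1 beyond those in HS replicate 2, since the ear has cartilage beneath the dermis. Both drug-loaded MNs libraries lay between the HS libraries for 9 of the 10 genes (COL11A2 at 193 and 93.1), so the contribution does not follow the groups. No biological explanation was tested for this difference within a group.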
